A study of Mus musculus with 2 samples.

How the data were processed

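The data are single-nucleus RNA-seq of whole fetal mouse brain from a wildtype sample and from a sample in which the gene for caveolin 1, Cav1, was knocked out. Each genotype has 1 library. Per the labels, nuclei were isolated from frozen brain with a detergent and sucrose cushion kit and captured on the 10x Genomics Chromium system with 3′ chemistry of version 3.1. In this assay each captured RNA carries a barcode for its nucleus and a unique molecular identifier (UMI), so that copies made by PCR are counted once. The deposited matrices hold raw UMI counts per gene and barcode, made by the authors with Cell Ranger 6.1.1 per the file headers. The genome build, the annotation, whether intronic reads were counted and whether the counting used the strand are not stated in the labels or the headers. The barcodes had been filtered before deposit, as no barcode in either matrix held under 500 UMIs. Both deposited matrices list the same 55416 features by Ensembl identifier and symbol, and no other column of values per sample was left unused.

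Gene positions and lengths were taken from the GENCODE mouse annotation, release M39, on the GRCm39 build. By Ensembl identifier, 54749 features (98.8%) were matched. Since the authors' build is unknown, these positions describe the annotation and not the alignment behind the counts. Reads of overlapping genes, of genes on opposite strands at the same place and of near-identical gene copies are therefore uncertain in their assignment.

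Nuclei were kept when they had at least 500 detected genes and at most 5% of their UMIs from mitochondrially encoded genes. In the wildtype-labelled library 2969 of 9763 barcodes (30.4%) fell under the gene minimum, and 108 of the rest exceeded the mitochondrial limit. In the knockout-labelled library the numbers were 3904 of 10811 barcodes (36.1%) and 227. Doublets were scored with Scrublet within each library, as provided in scanpy 1.11.5. Scrublet's automatic threshold marked 1 nucleus per library, a share too low for the caller to have worked. The 8% of nuclei with the highest scores in each library were therefore removed, 535 in the wildtype-labelled and 534 in the knockout-labelled library. This rule was set after that result was seen. Scores were computed for nuclei with at least 500 genes only, so with a minimum of 200 genes the added nuclei had not been scored. It left 6151 and 6146 nuclei.

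Nuclei of both libraries were clustered together. Counts were scaled to 10000 UMIs per nucleus and log-transformed, 2000 highly variable genes were chosen within each library and combined, and 30 principal components, 15 nearest neighbours and Leiden clustering at resolution 1 were used. Cav1, mitochondrially encoded genes, Xist, Tsix and 4 Y-linked genes were left out of the variable genes, and no correction between the libraries was applied. The 29 clusters were named from fixed marker lists. A name required at least 3 markers of the class at 2-fold or more above the other clusters, and at 1.5-fold or more within each library alone. A cluster kept no name if its 10 leading genes held more markers of another class. Clusters of very low UMI counts without a marker of their class among those genes were also to stay unnamed, which applied to no cluster in the main setting. Remaining clusters were called neuron-like if at least 3 general neuron markers were 2-fold above the named non-neuronal clusters. Clusters with a median UMI count over 3 times that of their library were excluded from that name. The name erythroid required at least 50% haemoglobin UMIs. The marker lists were fixed in advance, but the thresholds of this naming rule were set after the clusters were seen. The rule gave 24 named clusters in 13 classes and 5 unnamed clusters. The names were rebuilt here from the counts and are not the authors' annotation.

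The clusters that these thresholds kept out of a class were a part of both libraries. Cluster 0, kept as neuron-like, would have been other inhibitory neuron-like without the condition within each library. It held 9.85% of wildtype-labelled and 17.3% of knockout-labelled nuclei. Cluster 1 had erythroid markers but 0.490% haemoglobin UMIs, 10.1% ribosomal protein UMIs and the lowest UMI counts of all clusters, and it stayed unnamed with 10.3% and 15.6% of nuclei. Cluster 20, unnamed with 0.699% and 1.84%, would have been radial glia-like. Cluster 22, with 0.455% and 1.07%, was kept out of the neuron-like class for its high UMI counts. Clusters 18 and 19 held 1.22% and 2.39%, and 2.11% and 1.48%, of wildtype-labelled and knockout-labelled nuclei, and had at least 3 general neuron markers. They were kept out of the neuron-like class because their 10 leading genes held a marker of another class.

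UMIs were summed per library over all kept nuclei and over the nuclei of each class. Levels are given as CPM, the UMIs of a gene relative to all UMIs of the sum, scaled so that every sum has the same total. The log2 ratio is that of CPM in the knockout-labelled over the wildtype-labelled library. Sums carry exact 95% Poisson intervals, ratios exact conditional binomial intervals and shares of nuclei exact 95% binomial (Clopper-Pearson) intervals. Differences of shares carry Newcombe intervals. All of these intervals cover counting error only and not the variation between animals or preparations. With 1 library per genotype there is no test between the genotypes, and every difference is a difference between these libraries. A fold against 0 UMIs was computed against a floor of 3 UMIs and is given as a lower bound. This bound takes the other count as exact, so with its counting error the fold could be lower. Where a share of nuclei is 0, the limit given is 3 nuclei of the total, which is lower than the upper end of the exact binomial interval. To compare nuclei at equal depth, each nucleus was thinned at random to 1000 UMIs and shallower nuclei were left out.

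Ratios were computed for genes with at least 100 UMIs over both libraries. The genes named over all nuclei were the 5 highest and the 5 lowest ratios among genes with at least 200 UMIs whose ratio had the same direction in every named class with at least 20 UMIs of the gene, with at least 3 such classes. Of 12704 genes with at least 200 UMIs, 674 met these conditions. To measure genes apart from their choice, each UMI was assigned at random, with equal chance, to 1 of 2 parts. Genes were picked in 1 part with minimums of 100 UMIs in all and 10 per class, and measured in the other. What a mix of clusters alone would give was computed from the wildtype-labelled level of a gene in each cluster, weighted by the cluster's share of UMIs in the knockout-labelled library, with intervals from Poisson draws. Within each class of at least 200 nuclei in each library, the 2 highest and the 2 lowest ratios among genes with at least 100 UMIs were named. Sex-linked transcripts of this rule (Xist, Tsix and Y-linked genes), mitochondrially encoded and haemoglobin genes were left out. A gene that leads a cluster of a class is not reported as a result of that class, which removed Dgkg from the forebrain inhibitory neuron-like and Cyp26b1 from the radial glia-like class.

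As the study's title concerns metabolism, 12 metabolic gene lists and 3 comparator lists were examined. For each list the median log2 ratio of its genes with at least 100 UMIs was set against 10000 random lists of the same size, matched on mean expression in 20 bins, and given as a percentile. The random lists describe these libraries and are not a test between the genotypes. Intervals of list medians are over member genes, which are not replicates. The values of some single list members are not reported here.

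The filters, the main clustering settings, the marker lists, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. That set held a minimum of 200 or of 1000 genes per nucleus, doublets kept, Leiden resolutions of 0.5 and 2, each gene centred within its library, thinning before clustering, thinning to 2000 UMIs, scaling by the median of gene ratios, knockout-labelled class sums weighted to the wildtype-labelled class shares, gene minimums of 20 and of 500 UMIs, and random lists matched also on gene length. Alternatives added after the data were seen were restricting the sums to the 3 forebrain classes (cortical excitatory neuron-like, forebrain inhibitory neuron-like and intermediate progenitor-like), leaving out the cluster with the lowest UMI counts, naming neuron-like clusters without the condition on high UMI counts (also together with a minimum of 200 genes), naming without the condition within each library, leaving out a neuron cluster led by cell division genes, and clustering without 87 genes at least 2-fold apart between the libraries, 19 of which were among the variable genes.

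The procedure was tested on simulated data. Counts of 14982 genes were drawn for 2 libraries from the observed means and depths, with 200 genes changed 2-fold. Over all 14982 genes, most of them unchanged, the median absolute error of the log2 ratios was 0.064, and the interval held the known ratio for 95.5%. Of the changed genes, 100% had the right direction. Error and coverage were not computed for the changed genes alone. Of 200 simulated unchanged lists of 20 genes, 4.0% fell outside the middle 95% of random lists. All 50 lists shifted by 0.2 on the log2 scale lay above the 97.5th percentile. Clustering and naming gave the right class for 100% of 1800 simulated nuclei of 6 classes. These were drawn from the observed class profiles, which makes them easier to separate than real nuclei.

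The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.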

Results

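Single-nucleus RNA-seq counts were examined for whole fetal mouse brain of 2 genotypes, wildtype and Cav1 knockout, with 1 library each. Caveolin 1, the product of Cav1, is a membrane protein that forms caveolae, small pits of the plasma membrane, and the study's title places it in the metabolic programming of the fetal brain. The library labelled wildtype held 9763 barcodes with 19048835 UMIs, and the library labelled knockout held 10811 barcodes with 22504908 UMIs. After filtering, 6151 nuclei with 14652914 UMIs were kept in the former and 6146 nuclei with 17272874 UMIs in the latter. The median nucleus held 2071 UMIs and 1378 genes in the wildtype-labelled library, against 2292 UMIs and 1488 genes in the knockout-labelled library. At an equal depth of 1000 UMIs per nucleus, the medians were 753 genes over 5327 nuclei and 752 genes over 5053 nuclei, with 824 and 1093 shallower nuclei left out. At 2000 UMIs, the setting that moved this comparison most, they were 1326 and 1330 genes. With 1 library per genotype no difference below has a replicate check, and all intervals cover counting error only.

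The targeted gene was examined first. Cav1 (ENSMUSG00000007655) lies on the plus strand of chromosome 6 at 17306140 to 17341451 in GRCm39. Over all kept nuclei, 57 Cav1 UMIs were counted in the wildtype-labelled library and 68 in the knockout-labelled library. These counts correspond to 3.89 CPM (2.95 to 5.04) and 3.94 CPM (3.06 to 4.99), a log2 ratio of 0.02 with an interval of −0.51 to 0.55. Total Cav1 thus did not separate the libraries in the direction of their labels, and for this reason they are called the wildtype-labelled and the knockout-labelled library throughout. Counting at the 3′ end does not show which exons a transcript holds. The alternative that moved the total most was a restriction to the 3 forebrain classes, chosen after seeing the data, where the log2 ratio was 1.38.

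The classes of nuclei differed in Cav1. In endothelial cell-like nuclei (35 wildtype-labelled, 43 knockout-labelled), 14 Cav1 UMIs were counted in the wildtype-labelled library, 113 CPM (61.8 to 190), and 0 in the knockout-labelled library, where the interval reached 23.8 CPM. The level was at least 5.85-fold lower in the knockout-labelled library, taking 3 UMIs as the floor and the 14 UMIs as exact. With minimums of 200 and of 1000 genes per nucleus the counts were 9 and 0 each time, and the bound was 3.78-fold and 4.35-fold. A Cav1 UMI was found in 20.0% of the wildtype-labelled endothelial cell-like nuclei (8.44% to 36.9%) and in 0 of 43 knockout-labelled ones, which allows a share of up to 6.98%, taking 3 nuclei as the limit, or 8.22% by the exact binomial bound. Their median depths were 2684 and 2588 UMIs. At 1000 UMIs per nucleus the share was 9.09% (3 of 33 nuclei, 1.92% to 24.3%) against 0 of 42, which allows up to 7.14%, or 8.41% by the exact bound, so that at this lower depth a difference in the share was not detectable. With doublets kept, the counts were 17 and 1, a 23.8-fold lower level with a counting interval of 3.73 to 996. In radial glia-like nuclei the shares with a Cav1 UMI were 2.76% (1.69% to 4.23%) and 2.83% (1.68% to 4.43%), at median depths of 2106 and 2348 UMIs.

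In cortical excitatory neuron-like nuclei, taken as a class that should lack the gene, the share was 0.0767% (0.0019% to 0.427%) in the wildtype-labelled library and 1.04% (0.501% to 1.91%) in the knockout-labelled library, at median depths of 2209 and 2424 UMIs. At 1000 UMIs per nucleus the share in this class was 0 of 1242 nuclei, which allows up to 0.242%, or 0.297% by the exact bound, against 0.22% (2 of 909 nuclei, 0.0267% to 0.793%), a difference not detectable at that depth. Over all classes with neuron in their name, 12 Cav1 UMIs in 3990 wildtype-labelled nuclei stood against 37 in 3689 knockout-labelled nuclei, 1.2 against 3.22 CPM, a log2 ratio of 1.42 (0.45 to 2.5). At 1000 UMIs per nucleus, the shares of neuron-named nuclei with a Cav1 UMI were 0.0527% (0.0064% to 0.190%) and 0.368% (0.196% to 0.629%). The pooling of the neuron classes was chosen after the class values were seen. Without the dividing cluster 16 the counts were 11 and 36, a ratio of 1.51 (0.50 to 2.63). Its ratio stayed above 0 in the 4 alternatives in which it was computed, and was lowest, at 0.80, with a minimum of 1000 genes.

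**Figure D1:**
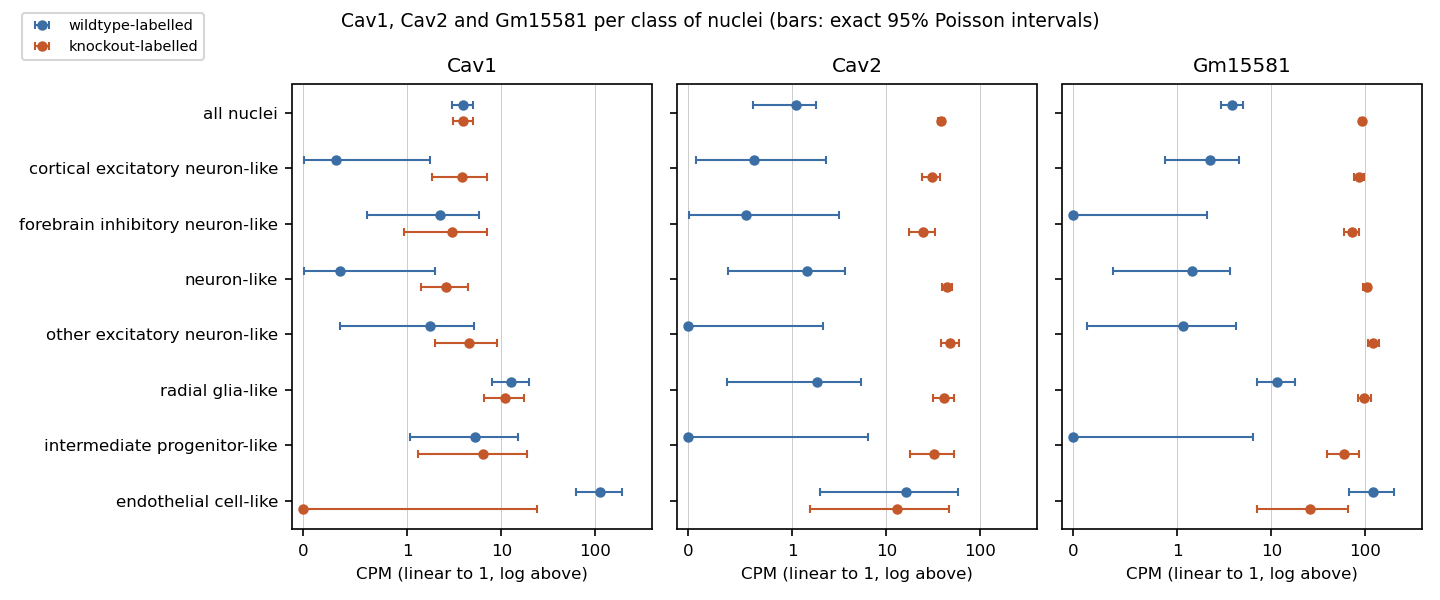
CPM of Cav1, Cav2 and Gm15581 (horizontal axes, linear to 1 and logarithmic above) in all kept nuclei and in 7 classes (rows) of the wildtype-labelled (blue) and knockout-labelled (orange) library. Points are sums over nuclei and bars are exact 95% Poisson intervals. Cav1 is at 0 CPM in knockout-labelled endothelial cell-like nuclei and at 113 CPM in the wildtype-labelled ones, while Gm15581 goes from 3.82 to 92.1 CPM over all nuclei.

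Cav2 (ENSMUSG00000000058), the neighbour of Cav1 at 17281026 to 17289877 on the plus strand, had 16 UMIs in the wildtype-labelled and 660 in the knockout-labelled library. The levels were 1.09 CPM (0.624 to 1.77) and 38.2 CPM (35.4 to 41.2), a log2 ratio of 5.13 (4.42 to 5.94). Its ratio was higher in the knockout-labelled library in each of the 5 named classes with enough UMIs to count under the naming rule. Gm15581 (ENSMUSG00000085264), a long noncoding RNA annotated on the minus strand at 17206822 to 17385603, spans both Cav1 and Cav2. It had 56 and 1590 UMIs, 3.82 CPM (2.89 to 4.96) and 92.1 CPM (87.6 to 96.7), a log2 ratio of 4.59 (4.21 to 5.0). Since it is not stated whether the counting used the strand, the division of UMIs among these overlapping genes is uncertain. The direction differed in endothelial cell-like nuclei, with 15 Gm15581 UMIs in the wildtype-labelled and 4 in the knockout-labelled library, a log2 ratio of −2.23 (−4.28 to −0.58). Cav2 had 2 UMIs in each there. Among other genes of the region, the log2 ratio was 0.30 (0.13 to 0.46) for Tes, 0.06 (−0.58 to 0.71) for Met, −0.03 (−0.14 to 0.08) for Capza2 and 0.03 (−0.04 to 0.10) for St7. Farther away, the noncoding RNA 1110019D14Rik (13835858 to 14044405) was lower in the knockout-labelled library, with 416 and 247 UMIs and a log2 ratio of −0.99 (−1.22 to −0.76). These 5 genes were chosen after values were seen.

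**Figure D2:**
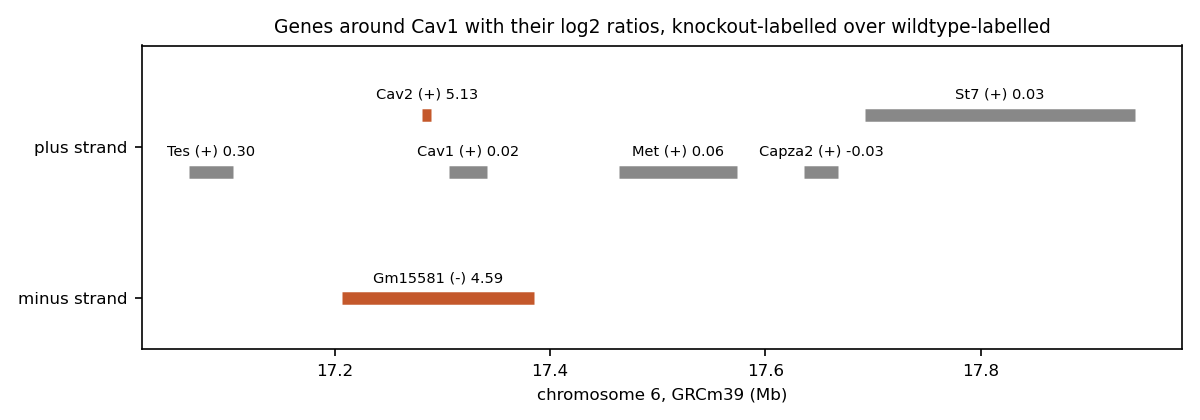
Map of the genes around Cav1 on chromosome 6 of GRCm39, with position in Mb on the horizontal axis and the annotated strand on the vertical axis. Bars span the annotated genes, and each label gives strand and log2 ratio of the knockout-labelled over the wildtype-labelled library over all kept nuclei. Cav2 at 5.13 and Gm15581 at 4.59, in orange, stand apart from the 5 genes in grey, which lie between −0.03 and 0.30.

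Other genes of caveolae differed less. The log2 ratio was 0.11 (−0.54 to 0.77) for Cavin1, 0.62 (−0.31 to 1.60) for Cavin2, 0.49 (−0.09 to 1.09) for Cavin3 and 0.01 (−0.18 to 0.21) for Cavin4. The intervals of all 4 include 0, so that a difference was not detectable at this depth. Cav3 had 1 and 2 UMIs.

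The sex of the fetuses is not in the labels. Xist had 22605 UMIs (1543 CPM) in the wildtype-labelled and 26276 (1521 CPM) in the knockout-labelled library, a log2 ratio of −0.02 (−0.05 to 0.01). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0, 0, 1 and 2 UMIs in the wildtype-labelled library and 2, 1, 5 and 2 in the knockout-labelled library. A Xist UMI was found in 81.7% (80.7% to 82.7%) and 78.7% (77.6% to 79.7%) of nuclei, and at 1000 UMIs per nucleus in 74.8% (73.6% to 76.0%) and 73.3% (72.1% to 74.5%). A Y-linked UMI was found in 0.0488% (0.0101% to 0.143%) and 0.163% (0.0781% to 0.299%) of nuclei. A difference in sex between the libraries was not detectable from these genes. The alternative that moved the Xist ratio most gave −0.04.

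The clusters gave 13 named classes, of which 6 held at least 200 nuclei in each library. Cortical excitatory neuron-like nuclei made up 21.2% of the wildtype-labelled library (20.2% to 22.2%) and 15.6% of the knockout-labelled library (14.7% to 16.6%), a difference of −5.56 percentage points (−6.93 to −4.20). The alternative that moved it most was a minimum of 200 genes per nucleus, with −2.65 points. The class itself was smaller there, at 7.77% of 9064 and 5.12% of 9977 nuclei, so that the points have another base. A cluster led by Unc5d, cortical excitatory neuron-like in the main setting, was named intermediate progenitor-like there. In the main setting, forebrain inhibitory neuron-like nuclei made up 16.5% and 13.8%, a difference of −2.72 points (−3.99 to −1.45). They include cluster 16, with 2.65% and 2.41% of nuclei, in which Dlx1 leads together with genes of dividing cells such as Top2a and Kif11. Without it, in an alternative added after seeing the data, the difference was −2.48 points (−3.65 to −1.31). Intermediate progenitor-like nuclei made up 4.76% and 3.43% (−1.33 points, −2.04 to −0.63), and radial glia-like nuclei 11.8% and 10.4% (−1.42 points, −2.53 to −0.31). Nuclei called neuron-like, named from general neuron markers, were 14.3% and 20.0%, a difference of 5.69 points (4.36 to 7.02) that changed direction to −0.89 points with a minimum of 200 genes. In that setting, a cluster with 8.29% of wildtype-labelled and 12.9% of knockout-labelled nuclei was kept out of the neuron-like name for its high UMI counts alone. With it, in an alternative added after seeing the data, the difference was 3.69 points (2.72 to 4.65). Most neuron-like nuclei were of cluster 0 (606 and 1063 nuclei), which had markers of other inhibitory neurons over both libraries together but not within each. Without that condition, set after the clusters were seen, the neuron-like difference changed direction to −1.75 points (−2.41 to −1.10). Other excitatory neuron-like nuclei were 9.38% and 8.22% (−1.16 points, −2.17 to −0.16). This difference changed direction, to 1.12, 0.49 and 0.47 points, with a minimum of 1000 genes, with doublets kept and with thinning before clustering. Smaller classes included other inhibitory neuron-like nuclei at 3.51% and 2.42% (−1.09 points, −1.69 to −0.49). With cluster 0 in this class, as without the condition within each library, they were 13.4% and 19.7%, and the difference changed direction to 6.36 points (5.05 to 7.67). For fibroblast-like, Cajal-Retzius cell-like, endothelial cell-like, mural cell-like, choroid plexus epithelium-like and microglia or macrophage-like nuclei, each under 1.5% of a library, the intervals of the difference included 0.

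Unnamed nuclei were 14.8% of the wildtype-labelled and 22.4% of the knockout-labelled library, a difference of 7.59 points. This difference was 13.6 points with a minimum of 200 genes, where 46.4% and 60.1% were unnamed. It was 10.9 at resolution 2 and 10.4 with genes centred within each library. It was 3.86 with a minimum of 1000 genes, 5.28 at resolution 0.5, 5.48 with doublets kept and 5.85 when clustered without genes 2-fold apart. With thinning before clustering, unnamed nuclei were 6.06% and 5.46% (−0.60 points, −1.50 to 0.30). The difference was then −4.92 points (−6.41 to −3.42) for cortical excitatory neuron-like, −1.94 (−3.38 to −0.50) for forebrain inhibitory neuron-like and −0.59 (−1.90 to 0.71) for radial glia-like nuclei. In several classes, genes leading a cluster lay 2-fold or more apart between the libraries. In an alternative added after seeing the data, such genes were left out of the clustering. The differences were then −3.42 points (−4.55 to −2.30) for cortical excitatory neuron-like and −1.47 (−2.58 to −0.36) for radial glia-like nuclei. They were −3.08 (−4.18 to −1.98) for intermediate progenitor-like and −0.97 (−1.96 to 0.025) for other excitatory neuron-like nuclei, the last with an interval that includes 0. For forebrain inhibitory neuron-like and neuron-like nuclei, which had no such leading genes, they were −2.74 and 6.93 points.

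**Figure D3:**
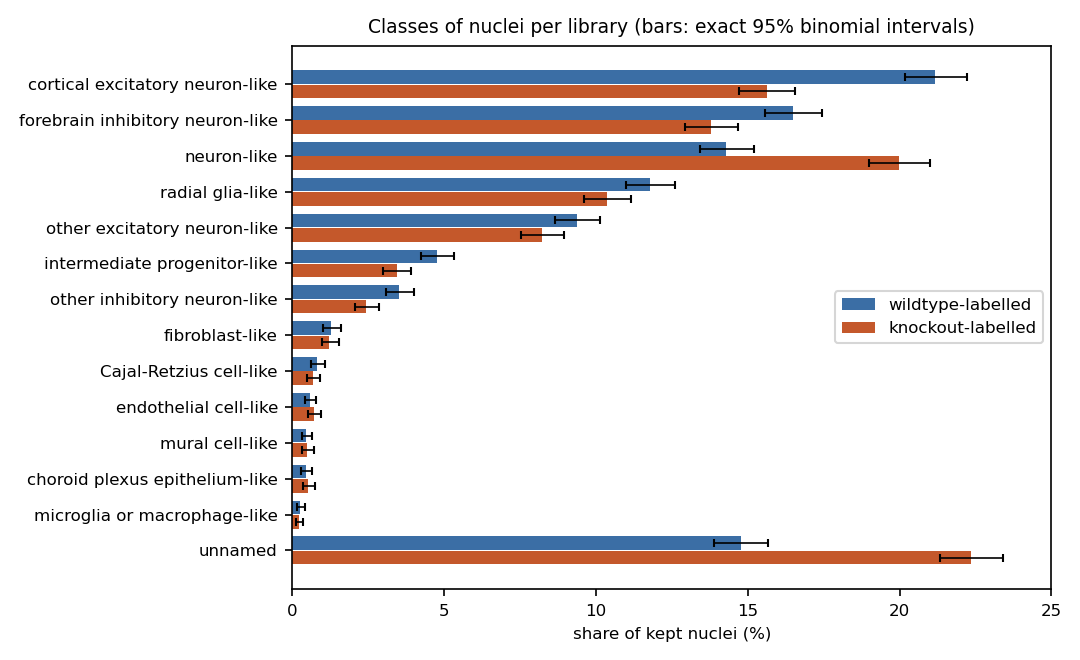
Share of kept nuclei in percent (horizontal axis, from 0) for the 13 named classes and the unnamed nuclei (vertical axis) in the wildtype-labelled (blue) and knockout-labelled (orange) library, with exact 95% binomial intervals as error bars. Cortical excitatory neuron-like nuclei fall from 21.2% to 15.6%, and neuron-like nuclei rise from 14.3% to 20.0%.

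Over the 15013 genes with at least 100 UMIs, the median log2 ratio was −0.02, with a 5th percentile of −0.32 and a 95th percentile of 0.41. Counting error alone, simulated for the same genes without any difference, gave −0.22 and 0.22. The gene minimum moved this spread most, to −0.48 and 0.64 with at least 20 UMIs. Scaling by the median of gene ratios shifted all values by 0.02.

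Among the 674 genes that met the conditions of the rule, the highest ratios after Cav2 and Gm15581 were those of 2610027F03Rik, Cnpy1 and Cyp26b1. The long noncoding RNA 2610027F03Rik (chromosome 1, 120542086 to 120618133) had 14 and 246 UMIs, a log2 ratio of 3.90 (3.12 to 4.79). Cnpy1 (chromosome 5, 28405683 to 28450804) had 33 and 267 UMIs, a log2 ratio of 2.78 (2.25 to 3.35). Cyp26b1 (chromosome 6, 84548396 to 84570890) had 91 and 598 UMIs, a log2 ratio of 2.48 (2.16 to 2.81). In the 3 forebrain classes the ratios of these genes were 2.53 (0.30 to 5.76), 1.43 (−0.70 to 4.01) and 1.90 (0.97 to 2.92). All 3 were also among the 10 leading genes of the unnamed cluster 20, which held 0.699% of wildtype-labelled and 1.84% of knockout-labelled nuclei. When genes were picked in a random part of the UMIs, 2610027F03Rik and Cnpy1 were picked again. In the forebrain classes of the other part their intervals included 0, at 2.79 (−0.25 to 8.31) and 2.53 (−0.63 to 8.09). Cyp26b1 was not picked again, while the posterior gene En1 was picked. What a mix of clusters alone would give was not computed for these genes.

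The lowest ratios were those of Gm6525, Rnf121, Gm47197, Srp54a and Qdpr. Gm6525 (chromosome 3, 84081411 to 84082439) had 238 and 66 UMIs, a log2 ratio of −2.09 (−2.50 to −1.69). Rnf121 (chromosome 7, 101668344 to 101714690) had the most UMIs of the 5, 2416 and 934, or 165 CPM (158 to 172) and 54.1 CPM (50.7 to 57.7). Its log2 ratio was −1.61 (−1.72 to −1.50), and it was lower in the knockout-labelled library in 10 of 10 named classes with at least 20 UMIs. Gm47197 (chromosome 9, 47685089 to 47688035) had a ratio of −1.43 (−1.83 to −1.04), and Qdpr (chromosome 5, 45590463 to 45607587) of −1.38 (−1.70 to −1.08). Srp54a (chromosome 12, 55126991 to 55162152) had 357 and 159 UMIs, a ratio of −1.40 (−1.68 to −1.13). It has near-identical copies, Srp54b and Srp54c, and its own level is uncertain. The sum of the 3 copies had a ratio of −1.10 (−1.33 to −0.88). Gm6525 and Gm47197 lie within Trim2 and Cadm1, on the opposite strand, and are uncertain for the same reason as Gm15581. Srp54a, Qdpr, 2610027F03Rik and Cnpy1 also overlap annotated genes on the opposite strand, which leaves the same uncertainty, while Rnf121 and Cyp26b1 overlap none. The direction of these 10 genes over all nuclei held in each of the 7 alternatives computed for them.

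Within the classes, Rnf121 had the lowest ratio of all genes with at least 100 UMIs in 5 of the 6 classes. It was −1.59 in cortical excitatory neuron-like, −1.64 in forebrain inhibitory neuron-like, −1.74 in neuron-like, −2.22 in other excitatory neuron-like and −1.11 in radial glia-like nuclei. Gm15581 was among the highest in the same 5 classes. In forebrain inhibitory neuron-like nuclei it had 0 and 121 UMIs. This was at least 42.8-fold higher in the knockout-labelled library, taking 3 UMIs as the floor and the 121 UMIs as exact. In other excitatory neuron-like nuclei Gm15581 had 2 and 213 UMIs, a ratio of 6.72 (4.85 to 9.77). It was 5.28 (4.21 to 6.61) in cortical excitatory neuron-like, 6.20 (4.83 to 8.08) in neuron-like and 3.08 (2.39 to 3.85) in radial glia-like nuclei. Cav2 was second highest in neuron-like nuclei at 4.96 (3.59 to 6.85).

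The other genes named by class were as follows. Tafa1 was higher in forebrain inhibitory neuron-like nuclei (2.44, 1.68 to 3.28) and Glis3 in other excitatory neuron-like nuclei (2.25, 1.72 to 2.81). The noncoding RNA 1110019D14Rik, on the chromosome of Cav1, was lower in neuron-like (−1.25, −1.66 to −0.84) and other excitatory neuron-like nuclei (−1.60, −2.29 to −0.96). Gm46440 was lower in cortical excitatory neuron-like (−1.05, −1.70 to −0.43), Tgfbrap1 in radial glia-like (−0.96, −1.59 to −0.35) and Bmper in intermediate progenitor-like nuclei (−1.06, −1.61 to −0.53). The ratios of 4 genes depended on which nuclei the class held. Gm38505 in cortical excitatory neuron-like nuclei was 1.94 (1.61 to 2.29), but −0.26 with doublets kept. In intermediate progenitor-like nuclei Sox2ot was −1.06 (−1.58 to −0.55), but 0.16 with doublets kept, and Egfem1 was 1.78 (1.16 to 2.43), but −0.04 with a minimum of 200 genes. Aff2 was 1.24 (0.71 to 1.79) in the same class, but −0.03 and −0.04 with minimums of 200 and 1000 genes. Gm38505 and Sox2ot overlap on opposite strands.

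The metabolic lists address the question in the study's title. The cholesterol synthesis list had a median log2 ratio of 0.16 over 23 genes, of which 21 were higher in the knockout-labelled library, and lay at the 100th percentile of random lists. It moved most with doublets kept, to 0.20. Its member with the highest ratio was Mvd at 0.45 (0.12 to 0.77). The list lay above the middle 95% of random lists in 4 of the 6 classes, with medians of 0.18 in cortical excitatory neuron-like, 0.26 in forebrain inhibitory neuron-like, 0.10 in neuron-like and 0.13 in radial glia-like nuclei. In other excitatory neuron-like and intermediate progenitor-like nuclei it was at 0.01 and 0.06, within the middle 95%.

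The mitochondrially encoded list had a median of 0.26 over 9 genes and lay at the 99.97th percentile. It moved to 0.06 and the 94.4th percentile with a minimum of 200 genes. The filter on mitochondrial UMIs acts on these genes directly. Sphingolipid metabolism (0.07, 99.3rd percentile), fatty acid synthesis and elongation (0.07, 99.2nd) and glutamate and glutamine metabolism (0.08, 98.1st) lay above the middle 95%. Fatty acid oxidation (−0.13, 0.6th percentile) and nucleotide synthesis (−0.11, 1.54th) lay below it. In the forebrain classes alone, these last 5 lists lay at the 80.3rd, 60.6th, 44.9th, 22.3rd and 65.5th percentile, within the middle 95%, and the nucleotide synthesis median changed direction to 0.02. Some of these calls changed under other settings too. With a gene minimum of 500 UMIs, fatty acid oxidation, sphingolipid, nucleotide and glutamate lists lay at the 59.1st, 97.1st, 4.44th and 92.4th percentile, all within the middle 95%. With a minimum of 200 genes, fatty acid synthesis, fatty acid oxidation and nucleotide synthesis lay within it at the 96.3rd, 4.94th and 4.22nd percentile. With class-weighted knockout-labelled sums, fatty acid synthesis, sphingolipid and nucleotide lists lay within it at the 97.1st, 97.2nd and 4.4th. Without the cluster of lowest UMI counts, fatty acid oxidation and nucleotide synthesis did so at the 3.19th and 3.5th, and with a minimum of 1000 genes sphingolipid metabolism at the 97.2nd. The other 5 lists lay within the middle 95% over all nuclei. These were glycolysis (0.03, 89.2nd percentile), the nuclear-encoded respiratory chain (−0.003, 91.7th), pyruvate and citrate cycle (−0.02, 54.8th), the pentose phosphate pathway (−0.02, 46.8th) and insulin and mTOR signalling (−0.05, 14.8th). The insulin and mTOR median changed direction to 0.05 in the forebrain classes. Glycolysis and the respiratory chain lay above the middle 95%, at the 99.9th and 100th percentile, with a minimum of 200 genes, and at the 99.1st and 99.94th with doublets kept. The respiratory chain was also above it, at the 99.99th, in the forebrain classes. In all, 7 of 12 lists lay outside the middle 95% over all nuclei, where random lists give 0.6. So did 24 of 78 combinations of list and population, where random lists give 3.9. These counts do not measure an excess of metabolic change. The combinations overlap, as all nuclei include the classes and the same lists recur. The comparator lists of cell division and of ribosomal protein genes also lay outside over all nuclei. By class, 4 of 12 metabolic lists lay outside the middle 95% in cortical excitatory neuron-like and in radial glia-like nuclei. The numbers were 3 of 12 in forebrain inhibitory and in other excitatory, 2 of 12 in neuron-like and 1 of 6 in intermediate progenitor-like nuclei. List medians ran from −0.288 in radial glia-like to 0.59 in other excitatory neuron-like nuclei.

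The members of each list with the most extreme ratios were modest in size. In glycolysis these were Hk2 at −0.38 and Slc2a1 at 0.33, and in pyruvate and citrate cycle Suclg2 at −0.26 and Me3 at 0.30. In the respiratory chain they were Atp5g2 at −0.21 and Ndufb2 at 0.18, and among the mitochondrially encoded genes mt-Nd3 at −0.14 and mt-Nd5 at 0.50. In fatty acid synthesis they were Elovl2 at −0.12 and Scd2 at 0.27, in fatty acid oxidation Acaa2 at −0.32 and Etfb at 0.34, and in sphingolipid metabolism Smpd4 at −0.28 and Smpd1 at 0.39. In the pentose phosphate pathway they were Prps1 at −0.21 and Pgd at 0.08, and in nucleotide synthesis Tyms at −0.41 and Shmt2 at 0.21. In glutamate metabolism they were Slc1a5 at −0.33 and Slc1a2 at 0.36, and in insulin and mTOR signalling Mtor at −0.24 and Gsk3a at 0.22. The value of Slc2a1 drew heavily on the few endothelial cell-like nuclei, where it is a leading gene. They held 102 of its 338 wildtype-labelled and 266 of its 500 knockout-labelled UMIs. Within them its log2 ratio was 1.06 (0.72 to 1.40), and its ratio in the remaining nuclei was not computed.

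The comparator lists showed that genes outside metabolism also stood apart. Genes of S and G2/M phase had a median of −0.24, with 27 of 27 genes lower in the knockout-labelled library, and lay at the 0.0th percentile, with Mcm3 lowest at −0.57 and Mcm7 highest at −0.09. In the forebrain classes they lay at the 30.3rd percentile, and at the 4.75th, with a median of −0.11, without the dividing cluster 16. Cluster 27 of the intermediate progenitor-like class, in which Top2a and Knl1 also lead, was kept in both. Cytosolic ribosomal protein genes had a median of −0.08 at the 0.0th percentile, from Rps10 at −0.59 to Rpl30 at 0.35. With a minimum of 200 genes and in the forebrain classes their medians changed direction, to 0.03 and 0.02, at the 99.96th and 99.2nd percentile, and with doublets kept they lay at the 17.7th. The S and G2/M phase list and the nucleotide synthesis list share 3 genes. Immediate early and heat shock genes had a median of 0.02 at the 69.9th percentile, from Jun at −0.33 to Hspa5 at 0.31.

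**Figure D4:**
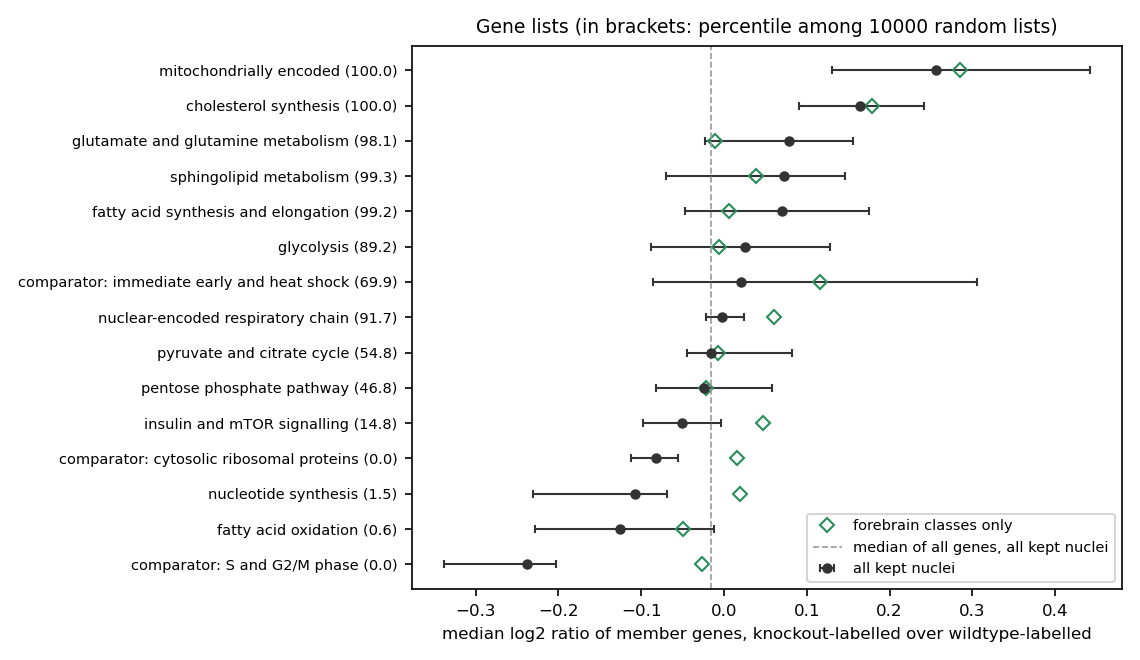
Median log2 ratio, knockout-labelled over wildtype-labelled library, of the member genes of 12 metabolic and 3 comparator lists (vertical axis, with the percentile among 10000 matched random lists in brackets). Black points are all kept nuclei with the 95% interval of the median over member genes, green diamonds are the 3 forebrain classes, and the dashed line is the median of all genes at −0.02. Cholesterol synthesis lies at 0.16 over all nuclei and at 0.18 in the forebrain classes, while the S and G2/M phase list moves from −0.24 to −0.03.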

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

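The tests of depth and of swapped labels for Cav1, and those of class mix and of the region around Cav1 for Cav2 and Gm15581, were chosen only after the results were seen, as was the pooling of neuron-named nuclei.

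Cav1 drew attention because it went opposite ways in 2 kinds of nuclei. In endothelial cell-like nuclei the knockout-labelled library lay below the wildtype-labelled one by −112.98 CPM, with 0 against 14 UMIs. In neuron-named nuclei it lay above, with a log2 ratio of 1.42 from 37 against 12 UMIs. The knockout-labelled and wildtype-labelled counts were 10 and 1 in cortical excitatory, 13 and 1 in neuron-like and 8 and 3 in other excitatory nuclei. They were 5 and 4 in forebrain inhibitory nuclei (0.41, −1.81 to 2.74). Other inhibitory nuclei went the other way, with 1 and 3 (−1.25, −6.97 to 2.39). The difference between endothelial cell-like and neuron-named nuclei was not tested, as there is 1 library per genotype. The 14 Cav1 UMIs in wildtype-labelled endothelial cell-like nuclei go against a swap of the labels. They are part of the observation that drew attention, however, and not a separate test of it. Depth is argued against narrowly. At 1000 UMIs per nucleus 0.368% of knockout-labelled neuron-named nuclei had a Cav1 UMI, against 0.0527% of wildtype-labelled ones. The intervals, which begin at 0.196% and end at 0.190%, only just part. In cortical excitatory neuron-like nuclei alone the intervals overlap at that depth, with 0 of 1242 against 2 of 909 nuclei. Free RNA cannot be told apart from expression here. The left-out barcodes under 500 genes held Cav1 at 2.7 CPM (0.991 to 5.88) in the knockout-labelled and 6.76 CPM (3.37 to 12.1) in the wildtype-labelled library, and these overlapping intervals from 6 and 11 UMIs keep it open. The neuron-named ratio fell to 0.80 with a minimum of 1000 genes. The Cav1 genotype itself stays open as an untested explanation, and which sequence the knockout removed is not in the labels.

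Gm15581 drew attention because it was counted in barcodes left out of the main comparisons, those under 500 genes with at most 5% mitochondrial UMIs, which enter only the alternative with a minimum of 200 genes. There, 45 UMIs were found in 3831 knockout-labelled barcodes and 1 in 2913 wildtype-labelled barcodes. Free RNA at the level of these barcodes is argued against as the source of Gm15581 in the kept nuclei. Gm15581 was at 20.2 CPM (14.8 to 27.1) in the left-out knockout-labelled barcodes, under the 92.1 CPM of the kept nuclei. These barcodes held at least 500 UMIs each and only stand in for free RNA, whose own profile was not measured. A different mix of cell classes is argued against by a log2 ratio of 5.95 (4.90 to 7.28) within the forebrain classes. The gene was chosen by a rule that asked for 1 direction in every named class with at least 20 UMIs of the gene. This left out endothelial cell-like nuclei, where 15 and 4 UMIs went the other way. When genes were picked by that rule in a random part of the UMIs, Gm15581 was picked again, with 5.80 (4.42 to 7.69) in the forebrain classes of the other part. Depth is argued against by the share of nuclei with a Gm15581 UMI at 1000 UMIs, 8.02% (7.28% to 8.80%) in the knockout-labelled and 0.263% in the wildtype-labelled library. A change of most genes in the region around Cav1 is argued against. The 29 genes within 5 Mb, with Cav1, Cav2 and Gm15581 among them, had a median absolute log2 ratio of 0.15, at the 86.3rd percentile of 262 windows of the same length. A change of single linked genes stays open, as 1110019D14Rik in this region was at −0.99.

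Whether 1 transcript was counted for both Cav2 and Gm15581 cannot be told apart from 2 transcripts. The Cav2 share of their summed UMIs ranged over 9.58 percentage points in 7 knockout-labelled classes, from 25.3% to 34.9%, with overlapping intervals, which either case allows. A candidate explanation that these values leave open is a change at the targeted locus that alters transcription of its neighbours. It was not tested, as the structure of the allele is not in the labels.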

How the results depend on the processing

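The forebrain classes alone, the sums without the cluster of lowest UMI counts, the clustering without genes 2-fold apart, the namings without the conditions on high UMI counts and within each library, and the shares without the dividing cluster were tests chosen only after the results were seen. No paired analysis was possible because each genotype has 1 library and the labels give no replicate numbers. Of all results, 133 kept their direction and moved by less than their interval under each alternative computed for them, 47 moved, 12 reversed under at least 1 alternative, 7 lost and 2 gained a position outside the middle 95% of random lists. Where a value changed, the cause was not tested, except that a gene minimum changes which genes are counted, and where a naming rule is given below.

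Shares of nuclei depended most on the filters and the clustering. With a minimum of 200 genes, the differences were −2.65 points for cortical excitatory, −3.07 for intermediate progenitor-like and −0.89 for neuron-like nuclei, the last reversed. That reversal came from the naming rule: with the cluster kept out for high UMI counts alone, the difference was 3.69, and 6.31 for the same change in the main setting. Without the naming condition within each library, cluster 0 passes from neuron-like to other inhibitory nuclei, and both reversed, to −1.75 and 6.36. With a minimum of 1000 genes the differences were −0.44 for forebrain inhibitory, −2.57 for intermediate progenitor-like and 1.12 for other excitatory nuclei, the last reversed. Other excitatory nuclei also reversed with doublets kept (0.49) and with thinning before clustering (0.47), which gave 9.40 for neuron-like nuclei. Resolution 0.5 gave −7.38 for cortical excitatory and 9.33 for neuron-like nuclei, and resolution 2 gave 2.04 for the latter. Without the cluster of lowest UMI counts neuron-like nuclei were at 7.74. Clustering without genes 2-fold apart gave −3.42 for cortical excitatory and −3.08 for intermediate progenitor-like nuclei.

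The 5th and 95th percentile of gene ratios were −0.48 and 0.64 with at least 20 UMIs, −0.24 and 0.29 with at least 500, −0.30 and 0.43 with scaling by the median of ratios, −0.29 and 0.34 with weighted class sums, and −0.31 and 0.345 in the forebrain classes. With doublets kept the 5th was −0.31. The Cav1 ratio was 1.38 in the forebrain classes. Single genes reversed as follows: Gm38505 to −0.26 and Sox2ot to 0.16 with doublets kept, Egfem1 to −0.037 and Aff2 to −0.033 with a minimum of 200 genes, and Aff2 to −0.044 with 1000 genes.

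The respiratory chain list, at −0.003, moved to 0.0715 with a minimum of 200 genes, −0.05 with 1000 genes, 0.030 with doublets kept, 0.06 in the forebrain classes and −0.038 without the cluster of lowest UMI counts. In the forebrain classes nucleotide synthesis reversed to 0.019 and insulin and mTOR signalling to 0.047. The mitochondrially encoded list moved to 0.057 with a minimum of 200 genes. The ribosomal protein list reversed to 0.031 (99.96th percentile) with a minimum of 200 genes, to 0.016 (99.15th) in the forebrain classes, and in neuron-like nuclei to 0.009 with doublets kept. Depth limits the endothelial cell-like Cav1 values, as they rest on 14 UMIs, and the 1 Cav1 UMI with doublets kept left a difference of −62.9 CPM.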

Other observations

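The tests of class mix for the 4 lower genes and for the cholesterol list, of linkage, of genetic background, and of free RNA in the forebrain classes were chosen only after the results were seen.

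Patterning genes of the posterior brain were higher in the knockout-labelled library. Hoxb3 had 3 and 152 UMIs, a log2 ratio of 5.43 (3.85 to 7.72). Hoxa2 had 0 and 32 (at least 9.05-fold higher) and Hoxb4 had 0 and 36 (at least 10.2-fold higher), both with the knockout-labelled count taken as exact. Pax2 was at 3.91 (3.07 to 4.88), En1 at 1.86 (1.38 to 2.37) and En2 at 1.5 (1.02 to 2.01). These genes were singled out after their values were seen. A list of 17 hindbrain genes not looked at before was then written down and summed. It had 8 and 334 UMIs, a log2 ratio of 5.15 (4.15 to 6.37), and 7 of its genes had a UMI in the wildtype-labelled and 15 in the knockout-labelled library. Among its members, Hoxa5 had 53 and Hoxb2 47 UMIs in the knockout-labelled library. Of the 17 genes, 1 is also in the marker lists used to name clusters. Genes of the midbrain (4 genes, −0.07, −0.20 to 0.05) and forebrain (5 genes, −0.33, −0.39 to −0.27) did not rise with them. Depth is argued against by a log2 ratio of 5.06 (3.47 to 7.36) at 1000 UMIs per nucleus.

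A larger share of hindbrain in the knockout-labelled sample is a candidate explanation, for which the sum of 5.15 was what it needs. The labels give whole brain for both samples, and whether the hindbrain was kept in each is not stated. Expression of the hindbrain genes in every class cannot be told apart from free RNA. They were at 12.7 CPM (9.71 to 16.3) in the knockout-labelled forebrain classes and 21.9 CPM (19.4 to 24.7) in its other nuclei. The left-out knockout-labelled barcodes held them at 65.3 CPM (55.1 to 76.8). If these barcodes reflect free RNA, whose own profile was not measured, that level could supply the forebrain classes with free RNA. That explanation was found after looking, and the reading of the 12.7 CPM as open was settled after its value was seen. At least 2 hindbrain UMIs were found in 2 of 2018 forebrain nuclei and 45 of 4128 others. A larger share of hindbrain would also bear on the lower shares of forebrain classes, and on lists that lost their position in the forebrain classes, such as fatty acid oxidation at the 22.3rd percentile there. The genotype remains an untested explanation too.

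Rnf121, Qdpr, Srp54a and Gm6525 were lower in the knockout-labelled library on 4 chromosomes. Their median log2 ratio was −1.58 within the forebrain classes. However, the rule that chose them required 1 direction in every named class with at least 20 UMIs of the gene. Genes were therefore picked by the same rule in a random part of the UMIs, which gave Gm6525, Srp54a, Gm47197, Prss48 and 1110019D14Rik. In the other part their forebrain ratios had a median of −1.07 and ran from −1.85 to −0.84. The intervals of Prss48 and 1110019D14Rik included 0 there, and 2 of the 4 genes were picked again, Gm6525 at −1.75 (−2.64 to −0.94) and Srp54a at −1.07 (−1.82 to −0.36). A different mix of classes as the whole cause is argued against for the 4 genes by a value that uses no knockout-labelled expression of them. Wildtype-labelled levels per cluster, weighted to the knockout-labelled clusters, gave a median log2 ratio of −0.011. It was 0.03 (0.001 to 0.06) for Rnf121 and lowest for Gm6525 at −0.17 (−0.26 to −0.09), while the observed ratios of the 4 genes lay at or below −1.38. A shift of counted UMIs from Srp54a to its copies is argued against by the sum of the 3 copies at −1.10 (−1.33 to −0.88). Srp54c did not rise either, at −0.42 (−0.82 to −0.03). The sum is mostly Srp54a itself, with 357 of 476 wildtype-labelled UMIs. Shared reads that were counted for no copy would lower the sum too, so they are not excluded. Passenger sequence linked to Cav1 is argued against, since 0 of the 4 lie on chromosome 6. An unlinked difference in genetic background cannot be told apart from an effect of the genotype. Each of the 4 was lower in at least 5 named classes, which their choice required and both allow, and the strain of each animal was not compared here.

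The cholesterol synthesis list stood at the 100th percentile over all nuclei. A mix of classes is argued against by its 99.99th percentile within the forebrain classes. The Cav1 genotype stays open as an untested explanation, as does a difference between animals or preparations, which would look alike with 1 library each.

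The S and G2/M phase list was lower over all nuclei. Within radial glia-like nuclei it lay at the 6.3rd percentile with a median of −0.13 over 21 genes, inside the middle 95% yet low. A different mix of classes thus cannot be told apart from a lower level within a class. The radial glia-like value also depends on the mix of clusters in that class. It includes cluster 9, led by genes of dividing cells, with 272 wildtype-labelled and 207 knockout-labelled nuclei. Within cluster 9, Kif23, Knl1, Top2a and Kif11 were at 0.19, 0.02, 0.11 and 0.25, with intervals that include 0.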
